A study of Drosophila melanogaster with 16 samples.

How the data were processed

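Brain P1 neurons of naive and mated Drosophila melanogaster males were profiled by RNA sequencing. Per the labels' protocols, males were kept in isolation for 4 to 6 days, the mated males were then paired with a female, and cells were harvested shortly after pairing ended. Neurons were found by position and green fluorescence and lysed in water. Per the labels' protocols, cDNA was made with a SMARTer ultra-low-input kit (version 2), amplified for 15 rounds, sheared to 200 bp, barcoded and amplified for 12 further rounds. Each lane carried 12 samples, and each sample was run in 2 lanes. So much amplification from few cells can lose transcripts by chance and favour some lengths over others, and it gives reads that are not independent molecules.

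The authors deposited 8 tables of raw read counts per gene, 1 per library, each with the counts of the A run, the B run and their sum. The sum equalled A plus B for every gene. The aligner, the counting program, the genome build, the annotation and the use of strand are not stated in the labels or the file headers. The values were whole numbers with totals from 6897560 to 13651313 per library, which fitted raw counts. Rows carried FlyBase gene identifiers. Of 17559 identifiers 17253 matched a gene name and 306 did not, and these 306 held 3.12% to 4.59% of a library's counts. All were kept in library sizes and tests. Columns of samples left out numbered 0.

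Groups were taken from the treatment label, with 4 naive and 4 mated libraries, and the A and B entries of a library were summed. Gene names came from the supplied tables of names and RefSeq synonyms. Chromosome arm, biotype, exon length and overlap with other genes came from Ensembl BDGP6 release 115. That build was not known to be the one used for counting, so no coordinates are given. Exon length, the union of a gene's exons, was known for 6938 of 7090 tested genes (97.9%). GC content was not analysed here.

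Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr on the group, libraries were scaled by TMM, and glmQLFit with robust estimation and glmQLFTest compared mated with naive libraries, with group as the only term. The Benjamini-Hochberg adjusted p threshold was 0.05. The biological coefficient of variation was 0.936. Log2 fold changes are edgeR's, and the standard error is the size of the fitted log2 coefficient divided by the square root of the F statistic. Levels are in counts-per-million units (CPM) of the TMM-scaled library size. A gene counted as detected at 3 counts, the floor, and where every library of a group was at or under the floor the fold change is a lower bound computed against the floor. Sets were tested with camera in limma 3.58.1 at a preset correlation of 0.01, over lists with at least 3 tested genes and with Benjamini-Hochberg adjustment over the 9 lists tested. fry and camera with an estimated correlation were alternatives. Totals, detected genes and shares of counts were compared with exact permutation tests over all 70 assignments, two-sided. Runs of a library were compared by chi-square over genes with at least 10 counts. Random lists matched on mean level were drawn 10000 times. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used for the remaining steps.

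The groups, the main model, the lists, the rule for named genes and the alternatives, except where stated, were fixed before the data were examined. The lists were compiled from general knowledge. They covered identity (fru, dsx, neuron, transmitter and male genes), activity-regulated genes, receptors, neuropeptides, heat-shock genes, antimicrobial peptides, ribosomal proteins and the mitochondrial genome, with markers of glia, fat body, photoreceptors, muscle and hemocytes. VAChT, wupA, CG30497, InR and Drs had no match and were not analysed here. Named genes are the 5 with the largest positive and the 5 with the largest negative log2 fold change among those past the threshold whose 2 groups do not overlap, the 10 with the highest mean level, and members of the lists. As only 3 genes fell, all 3 are named. Other genes past the threshold were named after their values were seen.

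The code was tested on simulated counts drawn for the real genes with the real means, spread and library sizes, with 200 genes changed. At a log2 change of 1 it recovered 0% of them, at 2 it recovered 27% (54 true and 1 false call) and at 4 it recovered 59.5% (119 true and 6 false calls). With no changed gene it made 1 call. A list moved as a whole was recovered by camera, and 0 of the 8 other lists passed. Simulated genes varied independently of each other, so this cannot show how often camera makes false calls where members of a list vary together. The design thus misses most changes of a log2 size of 2 or less.

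Alternatives were TMMwsp, upper-quartile and library-size scaling, no filter, a minimum of 10 counts in every library, estimation without the robust option, each run alone, runs as separate samples, the title number as a factor, the first principal component of the residuals as a covariate, DESeq2 1.42.0 with its size factors, limma-voom with sample quality weights, and each library left out in turn. Detection was also computed at floors of 1 and 10 counts and with libraries thinned to the smallest total. Removal of each library's trend with exon length (loess, span 0.5, through offsets) and thinning before the gene tests were added after the data were seen.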

Results

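P1 neurons are a cluster of male-specific interneurons of the Drosophila melanogaster brain that express fruitless (fru) and take part in courtship. The labels put 12 cells in the cluster. Green fluorescent protein marked the cells in which the NP2631-Gal4 driver and a recombinase expressed from fru overlapped. The marked cells were drawn into a patch pipette from living males 3 to 6 days old. Polyadenylated RNA was turned into cDNA, amplified and sequenced, and the values were raw read counts for 17559 genes. The series asked which genes these neurons express and which of them change with mating. The 16 entries were 2 sequencing runs, A and B, of each of 8 libraries. Naive males, which had stayed virgin, gave 4 libraries, and mated males, which had been paired with a female, gave the other 4. The labels did not say how many cells or animals went into a library.

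The A and B runs of a library differed by no more than counting error. Over genes with at least 10 counts, a chi-square test of the runs against each other gave a statistic of 0.981 to 1.02 per degree of freedom across the 8 libraries, with p from 0.097 to 0.878. Across genes, which are not independent replicates, log2 levels of the runs correlated at r = 0.996 to 0.998. Between libraries the median r was 0.903 over 6 pairs of naive libraries, 0.899 over 6 pairs of mated libraries and 0.891 over 16 pairs of 1 naive and 1 mated library. The runs were therefore summed, and each library was counted as 1 replicate.

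Naive libraries 1 to 4 held 9162763, 6897560, 6953936 and 7915318 counts, and mated libraries 1 to 4 held 7936755, 10268232, 13651313 and 7440583 counts. The mean log2 total was 22.87 ± 0.19 in naive and 23.19 ± 0.40 in mated libraries (SD, n = 4), a difference within the spread of libraries (exact permutation test, two-sided, p = 0.2). Leaving out mated library 3, the deepest, brought the difference in log2 totals from 0.31 to 0.14. With 4 libraries against 4 there are 70 assignments, and the smallest p that such a test can give is 0.0286. At a floor of 3 counts, 7719.8 ± 538 genes were detected per naive library and 7929.5 ± 224 per mated library (SD, n = 4). This difference was not larger than the spread either (exact permutation test, two-sided, p = 0.543). Among the other floors and depths, a floor of 10 counts moved the difference most, from 209.8 to 362 genes, and left it within the spread (exact permutation test, two-sided, p = 0.343). Leaving out naive library 2 brought the difference down to 2.83 genes, and leaving out naive library 4 raised it to 376. In all, 13028 genes had a count, 11178 reached the floor in at least 1 library and 4986 reached it in all 8. The reads carried no molecular identifiers, so floors and bounds given here cover counting error only.

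The sample titles carry a number whose meaning the labels do not give, and which was treated as a possible batch. Numbers 1105, 1113 and 1125 each held 1 naive library and no mated library, number 1120 held 2 mated libraries and no naive one, and number 1119 held 1 naive and 2 mated libraries. Group and title number were thus largely confounded, and only number 1119 allowed a comparison within a number. The first principal component of the log2 levels took 24.0% of the variance and placed the 4 naive libraries below 0 and the 4 mated libraries above 0. The second component, with 17.5%, mainly parted naive library 2 from naive library 3.

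The first question was which genes P1 neurons express. Levels are normalised read counts in counts-per-million units (CPM), scaled by TMM factors, as mean ± SD over the 8 libraries unless stated. The highest mean level belonged to the non-coding lncRNA:noe (FBgn0026197, chromosome arm 3L), at 42832 ± 8433 CPM. It was followed by the transcription factor gene pros (FBgn0004595, 3R) at 18018 ± 5379 CPM and by lncRNA:Hsromega (FBgn0001234, 3R) at 17866 ± 13214 CPM. The order of these genes differed by group. In naive libraries the mean of lncRNA:Hsromega was above that of pros (28355 against 21101 CPM), and in mated libraries below it (7377 against 14935 CPM). IA-2 (FBgn0031294, 2L) reached 15606 ± 4653 CPM, lncRNA:mimi (FBgn0051451, 3R) 11245 ± 2670 CPM and nrv3 (FBgn0032946, 2L) 9269 ± 2892 CPM. Cam, CG31221, Atpalpha and fne completed the 10 highest, with means of 8196 ± 2647, 8136 ± 2147, 8066 ± 2270 and 6463 ± 1368 CPM. The 10 highest genes of each library took 12.6% to 16.6% of its counts. The 37 genes of the mitochondrial genome were listed at 0 counts in every library, so they could not be used as a measure of cell damage.

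The genes used to select and describe the cells were compared next. fru (FBgn0004652, 3R) had 776 ± 338 CPM in naive and 286 ± 207 CPM in mated libraries (SD, n = 4). Its log2 fold change of -1.44 ± 0.54 (SE) did not pass the threshold after adjustment over all genes (edgeR, adjusted p = 0.325). Adjusted over the list alone, which holds fru and dsx, fru passed (edgeR, adjusted p = 0.0377) and dsx did not. doublesex (dsx, FBgn0000504, 3R) was read in all 8 libraries, with 99.9 ± 56.6 CPM in naive and 79.2 ± 32.4 CPM in mated libraries (SD, n = 4). The neuron genes elav and nSyb stood at 1018 ± 151 and 1985 ± 263 CPM in naive libraries and at 626 ± 192 and 1401 ± 208 CPM in mated libraries. The median log2 fold change of the 4 neuron genes elav, nSyb, Syt1 and brp was -0.60 on the TMM scale. In this list 3 genes passed when adjusted over the list alone and 0 when adjusted over all genes, with 3 at an unadjusted p under 0.05. The male-specific lncRNA:roX1 was present in every library at 1803 to 5667 CPM, and lncRNA:roX2 at 365 to 743 CPM. roX1 was lower in mated libraries (log2 -0.73 ± 0.28 SE), a difference that passed adjusted over these 2 genes (edgeR, adjusted p = 0.0377) and not over all genes (edgeR, adjusted p = 0.325), and roX2 passed neither way.

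Transmitter genes varied widely from library to library. ChAT, the marker of cholinergic cells, was found at 510 ± 125 CPM in naive and 375 ± 153 CPM in mated libraries (SD, n = 4). VGlut, the glutamatergic marker, ranged from 78.3 to 605 CPM in naive and from 216 to 2066 CPM in mated libraries, and its mated mean of 1011 CPM was 659 CPM without mated library 3. Gad1, the GABAergic marker, ranged from 0.161 to 38.5 CPM in naive and from 33.9 to 325 CPM in mated libraries. Its log2 fold change of 3.04 ± 1.27 (SE) was not past the threshold over all genes (edgeR, adjusted p = 0.423). Adjusted over its list alone it passed (edgeR, adjusted p = 0.0359), but Gad1 was the only gene of that list, so nothing was adjusted for. Its mated mean of 125 CPM was 58.8 CPM without mated library 1. Vmat, the vesicular transporter of monoamines, was found at 128 to 1261 CPM in naive libraries and at 5.09 to 2041 CPM in mated libraries. Scaling by library size alone moved none of the 15 mean levels of the identity genes by more than 1 SD.

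**Figure D1:**
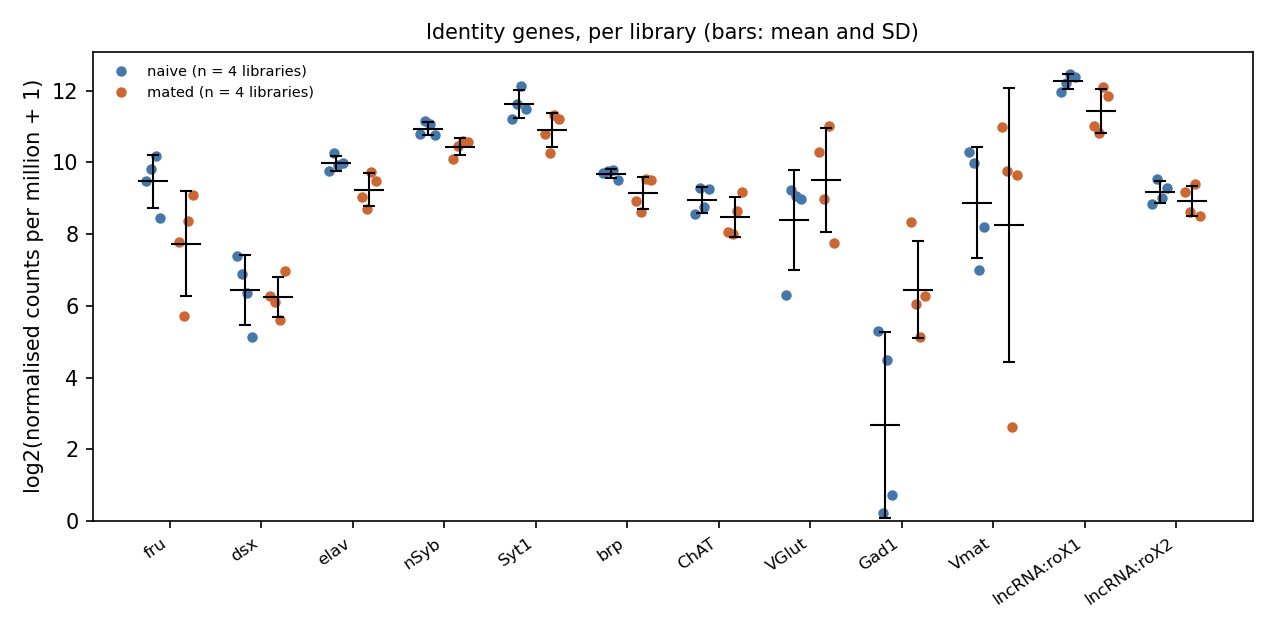
Levels of 12 identity genes in each library, as log2(normalised CPM + 1), for 4 naive and 4 mated libraries, with the mean and SD of each group in black. fru, elav and nSyb are lower on average in mated libraries, and Gad1 spans 0.161 to 325 CPM across the 8 libraries.

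Of 54 receptor genes listed beforehand, 53 were matched, and 45 of them reached 3 counts in all 8 libraries. Raising the floor to 10 counts left 42. The GABA receptor gene Rdl was the highest of the list at 3198 ± 1493 CPM, followed by nAChRalpha6 at 1588 ± 542, nAChRbeta1 at 1537 ± 413 and GluClalpha at 1295 ± 471 CPM. nAChRbeta3 was listed at 0 in all libraries. Of 23 neuropeptide genes, 9 reached 3 counts in all 8 libraries and 7 reached 10 counts. sNPF at 361 ± 164 CPM and Dh44 at 355 ± 112 CPM were the highest of them, and CCAP rested on naive library 1 alone for nearly all of its counts. Lk was listed at 0 in all libraries, and Pdf never exceeded 1 count.

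The second question was which transcripts differed between mated and naive males. With edgeR's quasi-likelihood test, 27 of 7090 tested genes had an adjusted p under 0.05, 24 of them higher and 3 lower in mated males. In all 27 the values of the 4 naive and the 4 mated libraries did not overlap. Chance gives this for a single unselected gene in 2 of 70 assignments. The 27 genes were picked for a difference between the groups, so the lack of overlap adds no separate support. An unadjusted p under 0.05 was found for 749 genes, 393 higher and 356 lower, where 354.5 would be expected by chance. The alternative that moved the count furthest was the count of A and B runs as separate samples, which gave 928 genes but treats repeat runs of a library as replicates. With the title number as a factor in the model, which left 2 residual degrees of freedom, 0 genes passed and 452 had an unadjusted p under 0.05. That model compares the groups within number 1119 alone, 1 naive with 2 mated libraries. As the groups did not overlap in any of the 27 genes, their directions within that number were fixed and add no support. The count fell to 6 without mated library 1, 7 without naive library 4, 11 without naive library 1, 12 without naive library 2 and 16 without mated library 2. It rose to 41 without naive library 3 and to 53 without mated library 3.

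The 5 genes with the largest rise were all protein-coding. CG2233 (FBgn0029990, X) rose from 20.5 ± 3.20 CPM in naive to 402 ± 310 CPM in mated libraries (SD, n = 4), a log2 fold change of 4.30 ± 0.49 (SE, edgeR adjusted p = 0.00139). Its mated mean was 252 CPM without mated library 4. BomT2 (FBgn0040735, 2R), a gene of the Bomanin family of short immune-induced peptides, rose from 7.60 ± 5.79 to 148 ± 77.6 CPM (log2 4.28 ± 0.74, edgeR adjusted p = 0.0196). BomBc2 (FBgn0034331, 2R), of the same family, rose from 9.66 ± 4.61 to 159 ± 76.6 CPM (log2 4.04 ± 0.52, edgeR adjusted p = 0.00281). It overlaps BomS4 on the other strand, and the labels do not say whether reads were counted by strand, so the share of BomS4 in this value is uncertain. Dso2 (FBgn0067905, 2R), which encodes a further secreted peptide, rose from 11.8 ± 5.43 to 191 ± 97.4 CPM (log2 4.01 ± 0.54, edgeR adjusted p = 0.00425). CG17108 (FBgn0032285, 2L) rose from 12.6 ± 3.67 to 180 ± 122 CPM (log2 3.83 ± 0.54, edgeR adjusted p = 0.00506). Bom and Dso genes belong to families of similar sequence, so the split of reads between their members is uncertain.

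Only 3 genes were lower in mated males. lncRNA:Hsromega, a nuclear transcript that responds to heat, fell from 28355 ± 10331 to 7377 ± 2702 CPM (SD, n = 4; log2 -1.94 ± 0.30, edgeR adjusted p = 0.0114). Its lowest naive value was 20041 CPM and its highest mated value 10276 CPM. Without mated library 1 its adjusted p was 0.0710 (edgeR), and over all alternatives it ran from 4.2e-08 to 0.702. kairos (FBgn0030913, X) fell from 197 ± 39.1 to 55.1 ± 10.4 CPM (log2 -1.83 ± 0.32, edgeR adjusted p = 0.0196). CG31815 (FBgn0051815, 2L) had 39.0 ± 29.0 CPM in naive libraries, with 1.96 CPM in naive library 1 and at least 31.2 CPM in the others. Its counts in mated libraries 1 to 4 were 0, 2, 3 and 0, all at or under the floor, so its level was at least 127.8-fold lower (edgeR adjusted p = 0.0293). kairos lost its call in 5 and CG31815 in 6 of the 8 fits that each left out 1 library, and BomT2 in 4.

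The other 19 genes that rose had log2 fold changes from 1.499 to 3.79. Among them were the Bomanin genes BomS2, BomS3 and BomS6, so that 5 Bom genes rose in all, and Dso1, so that 2 Dso genes rose. The rest were Arr2, Obp99c, LManII, CG16758, Npc2g, Tsf1, Miox, Npc2h, CG9691, apolpp, Acbp2, ND-MWFE and 3 genes whose identifiers matched no name, such as FBgn0040813 and FBgn0085364. Miox, ND-MWFE, Obp99c and apolpp overlap other annotated features, which leaves their counts uncertain. When the trend of each library with exon length was removed, a correction chosen after the data were seen, 19 genes passed, and 17 of them were among the 27. BomT2 (edgeR adjusted p = 0.0747) and kairos (edgeR adjusted p = 0.128) were not among those 17. Over all alternatives their adjusted p ran from 4.2e-08 to 0.702 and from 2.0e-06 to 0.702.

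**Figure D2:**
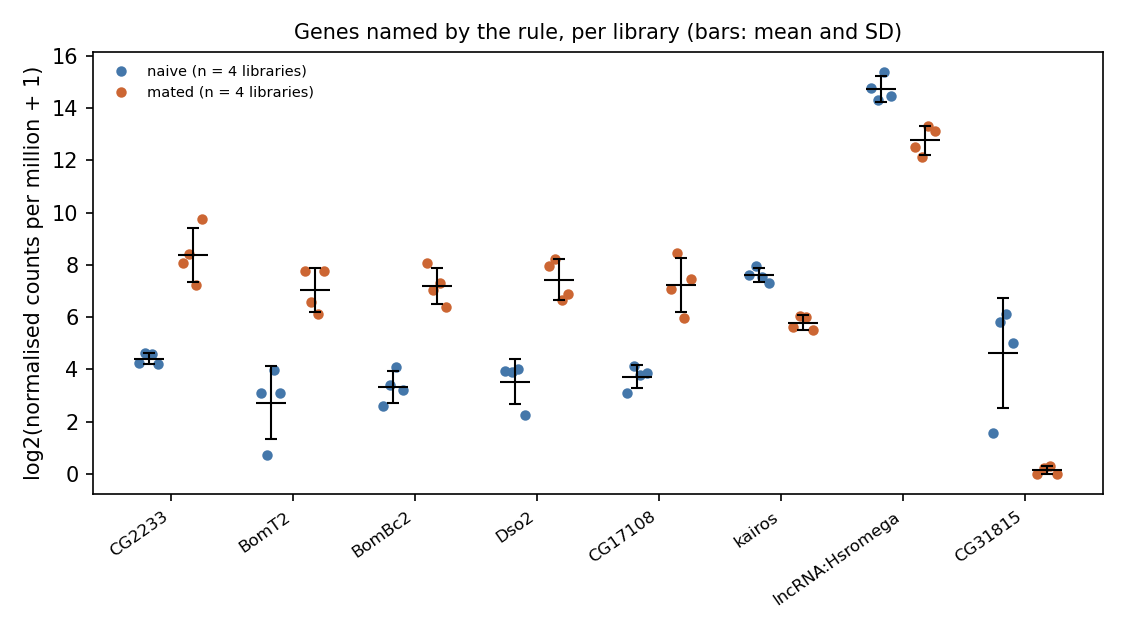
Levels of the 5 genes with the largest rise and the 3 genes that fell in mated males, as log2(normalised CPM + 1), for 4 naive and 4 mated libraries, with the mean and SD of each group in black. No naive library overlaps a mated one in any of the 8 genes, and CG31815 lies near 0 in all mated libraries.

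Cells were taken soon after pairing ended, so transcripts that respond to neuronal activity were examined as a list fixed beforehand. All 12 matched members, Hr38, sr, kay, Jra, cbt, puc, CG14186, CG8910, CG13868, CG17778, CG14024 and meng, were tested. Higher and lower genes were equal in number, 6 each, and the median log2 fold change was -0.01. The list did not stand apart from other genes (camera in limma, adjusted p = 0.815), and 0 of its genes passed adjusted over the list alone or over all genes, with 0 at an unadjusted p under 0.05. The median moved to -0.60 without mated library 3 and to 0.20 without mated library 2, with no call in either case. Hr38 itself ran from 19.98 to 4260.0 CPM, and both ends of that range were naive libraries.

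Of 9 lists tested as sets, 5 passed with camera at its preset correlation of 0.01. Markers of fat body, the tissue that secretes blood proteins and yolk, had 6 tested genes, all higher in mated males. Their median log2 fold change was 4.56 (camera, adjusted p = 2.2e-11). This median leans on the yolk protein genes Yp2, Yp1 and Yp3 (log2 6.21, 5.38 and 4.18) and on fit (4.94). The other members, apolpp and Lsp2, rose by 2.09 and 1.74. Photoreceptor markers had 5 of 6 higher and a median of 3.06 (camera, adjusted p = 2.6e-05). Glia markers had 5 of 5 higher and a median of 2.05 (camera, adjusted p = 4.3e-05). All 78 tested ribosomal protein genes were higher, by a median of 0.89 (camera, adjusted p = 5.4e-29). Receptor genes went the other way, with 40 of 48 lower and a median of -0.57 (camera, adjusted p = 4.6e-07). The fat body, photoreceptor, glia and receptor calls held with fry, and the first 3 of these held with camera at an estimated correlation. The ribosomal protein call held with neither (fry, adjusted p = 0.0624; camera in limma with an estimated correlation, adjusted p = 0.135). Scaling by library size alone, which moved the median of all genes from -0.01 to 0.17, left these directions and calls in place, with medians of 1.08 for the ribosomal proteins and -0.39 for the receptors. Removal of the length trend brought the receptor median to -0.23 (camera, adjusted p = 0.00391).

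Single genes of these lists were also tested. Adjusted over the list alone, 6 fat body, 3 photoreceptor, 3 glia and 48 ribosomal protein genes passed, all higher in mated males. Over all genes the counts were 1, 1, 0 and 0, with 58 ribosomal protein genes and 3 glia genes at an unadjusted p under 0.05. Among the receptors 0 passed by either adjustment, with 16 at an unadjusted p under 0.05, 15 of them lower. The lists of heat-shock, neuropeptide and muscle genes did not pass (camera, adjusted p = 0.815, 0.926 and 0.205), with median log2 fold changes of 0.36, 0.09 and 1.11. The muscle median was 0.26 without mated library 1. Adjusted over the list alone, 1 heat-shock gene passed, lncRNA:Hsromega, which also passed over all genes. No neuropeptide or muscle gene passed either way, and 0 of them had an unadjusted p under 0.05. No antimicrobial peptide gene was tested because counts were too low, and of 3 hemocyte markers 1, srp, was tested (log2 3.64, edgeR adjusted p = 0.598).

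**Figure D3:**
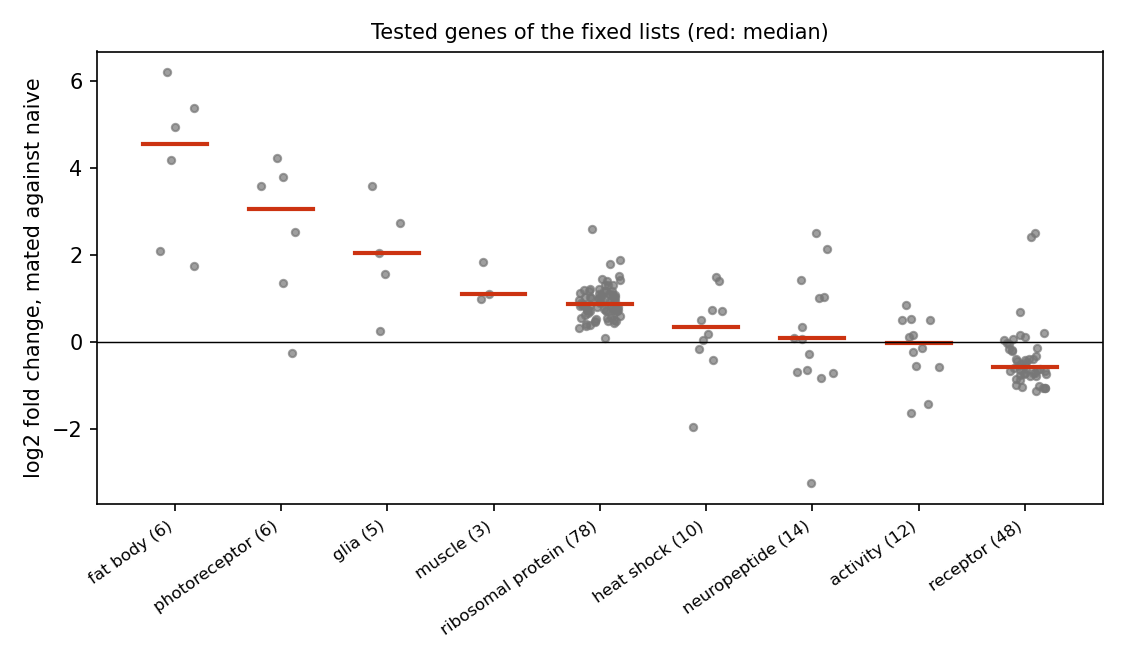
Log2 fold change, mated against naive, of each tested gene of 9 lists, with list medians in red. The medians run from 4.56 for the fat body markers to -0.57 for the receptor genes.

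The ribosomal protein genes took 2.11% ± 0.162 of the counts in naive and 4.49% ± 1.89 in mated libraries (SD, n = 4), with 1.91% to 2.30% in the first and 2.84% to 6.22% in the second. The groups did not overlap, which gave the smallest p the design allows (exact permutation test, two-sided, p = 0.0286). Averaged as log2(CPM + 1), the fat body markers stood at 2.56 to 4.13 in naive and 5.20 to 7.51 in mated libraries. The photoreceptor markers stood at 2.30 to 2.75 and 3.39 to 5.10, and the glia markers at 1.71 to 3.18 and 3.54 to 4.53. The neuron genes were higher in naive libraries, at 10.37 to 10.73, than in mated ones, at 9.52 to 10.30.

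**Figure D4:**
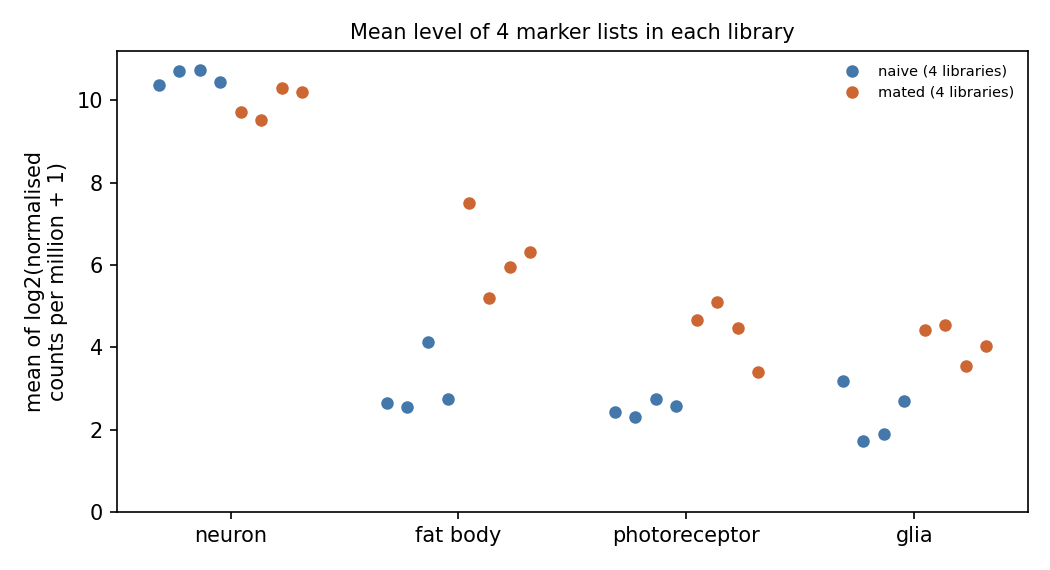
Mean of log2(normalised CPM + 1) over the genes of 4 marker lists, 1 point per library, for 4 naive and 4 mated libraries. The mated libraries lie above the naive ones for fat body, photoreceptor and glia markers and below them for the neuron genes.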

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

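The tests in this part were chosen after the single-library values had been seen, the search for CCAP in other libraries also after its own outcome was known, and what the CCAP values decide was settled after they were seen. Each of 69 results was examined in the naive and in the mated libraries where values allowed, 133 tests in all, for a library that lay far from the other 3 of its group. The measure was the gap between the highest or lowest library and its nearest neighbour, divided by the range of the group, on a log2(CPM + 1) scale for genes and a log2 scale for totals, set against Dixon's critical value for 4 values. Such a test picks out about 1 group in 20 by chance, so 6.65 would be expected, and 16 were found. Naive library 1 gave 4 of them, naive library 2 and mated library 1 gave 3 each, mated library 2 gave 2, and each of the other libraries gave 1. Total counts and numbers of detected genes gave none. On the linear CPM scale, a comparison added later, 25 of the 133 tests passed, and 12 of these were among the 16. The 4 that passed on the log2 scale only were lncRNA:noe and VGlut in naive libraries and Vmat and NPF in mated libraries. Another 13 passed on the linear scale only, so which libraries stand apart depends on the scale. Levels below are printed in CPM and gaps on the log2 scale.

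Among abundant or named genes, a low value set 1 naive library apart. Dso2 stood at 3.75 CPM in naive library 4 against 14.02 to 15.3 CPM in the other 3, a gap of 0.932 of the range. lncRNA:noe stood at 32302 CPM in naive library 3 against 43200 to 45581 CPM (gap 0.844, and 0.821 on the linear scale). In naive library 1, pros stood at 15423 CPM against 22870 to 23075 CPM (gap 0.978) and IA-2 at 12104 CPM against 19688 to 20381 CPM (gap 0.934). VGlut stood in the same library at 78.3 CPM against 503 to 605 CPM (gap 0.909, and 0.807 on the linear scale). Of these, only Dso2 was among the genes past the threshold between groups, and its naive values lay below every mated value with or without naive library 4.

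In mated libraries, Vmat stood at 5.09 CPM in library 3 against 806 to 2041 CPM (gap 0.840, and 0.393 on the linear scale), and NPF at 14.4 CPM in library 4 against 124 to 172 CPM (gap 0.864, and 0.693 on the linear scale). The counts behind the low values were 70 for Vmat and 109 for NPF, well above the floor of 3 counts.

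Other neuropeptide genes were high in 1 library and near 0 in the other 3 of the group. CCHa1 had 180 counts in naive library 2 (gap 1) and 18 counts in mated library 2 (gap 1), with 0 in the other libraries of each group. Ilp2 had 166 counts in naive library 2 against 1 to 6 (gap 0.854) and 404 in mated library 2 against 0 to 2 (gap 0.962). Crz had 111 counts in naive library 2 against 0 to 1 (gap 0.948) and 253 in mated library 1 against 0 (gap 1). SIFa had 297 counts in mated library 1 and 0 in the other mated libraries (gap 1). CCAP had 13477 counts, 1470.3 CPM, in naive library 1 against 4 to 6 counts in the other naive libraries (gap 0.961). In mated libraries it had 12 counts in library 1 against 5 to 8 (gap 0.884).

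Sequencing depth and a fault of 1 run were weighed for all 16 cases. After every library was thinned to the smallest total, 15 of the 16 still lay beyond the critical value, the exception being CCAP in mated libraries. In the A runs alone and in the B runs alone, 14 of the 16 lay beyond it, the exceptions being CCAP in mated and Ilp2 in naive libraries. Depth is therefore argued against for the set apart from CCAP in mated libraries, and a fault of 1 run for the set apart from CCAP in mated and Ilp2 in naive libraries. The CCAP values in mated libraries rest on 12 counts or fewer. What stays open is loss of transcripts during 15 and 12 rounds of amplification from few cells, and the identity of the cells drawn into the pipette. A candidate explanation for the neuropeptide genes is that a cell outside the P1 cluster, or its contents, entered a single library. It was not tested, since no label records which cells were taken. The design names no difference between libraries of 1 group, so no biological explanation was tested.

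Barcode cross-talk was weighed for CCAP. Nothing in the 8 libraries could have lent naive library 1 its 13477 counts, since the highest CCAP count in any other was 12. The other libraries of the same lanes were not analysed here, so a source outside these 8 and expression in the sampled cells cannot be told apart. In the other direction, the 4 to 12 counts in the other 7 libraries were on average 0.0488% of the count in naive library 1. They could come from cross-talk or from low expression. The rate could not be compared with that of other genes, because 0 genes other than CCAP were confined to 1 library with so many counts. Low expression and cross-talk of CCAP in these 7 libraries cannot be told apart for that reason.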

How the results depend on the processing

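The removal of the length trend and the thinning before gene tests were chosen only after the data were seen, and the other alternatives beforehand. The count of genes that differed between mated and naive males, 27 at first, stayed within 1.5 times of that under TMMwsp (27), upper-quartile scaling (30), estimation without the robust option (24), the A runs alone (30), thinning (37), limma-voom (37) and removal of the length trend (19).

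It moved further under 8 alternatives. Scaling by library size alone gave 46 genes (43 higher), no filter 56 (51 higher, 5 lower), at least 10 counts in every library 64 (58 higher, 6 lower) and the B runs alone 47 (43 higher). The first residual component as a covariate gave 52 (48 higher) and DESeq2 gave 234 (182 higher, 52 lower). Runs counted as separate samples gave 928 (475 higher, 453 lower), which comes from repeat runs entering as replicates. The title number as a factor gave 0 genes, 0 higher and 0 lower, with 452 at an unadjusted p under 0.05. That model had 2 residual degrees of freedom, and the 8 named genes shared an adjusted p of 0.702 in it (edgeR), so a call lost there weighs little against a gene. The log2 fold changes of the 5 named raised genes were 2.93 to 3.71 in it, below the 3.83 to 4.30 found at first, and those of lncRNA:Hsromega and kairos were -2.42 and -1.75. A higher count with a minimum of 10 in every library goes with fewer genes tested, 4276 in place of 7090, but the cause of the other shifts was not tested. For the lower genes alone, thinning gave 5 and limma-voom 10 in place of 3. The share of calls that were higher was 88.9% at first, 77.8% with DESeq2 and 73.0% with limma-voom. Library-size scaling moved the median log2 fold change of all genes from -0.01 to 0.17.

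The fits that each left out 1 library gave 6 to 53 genes, 6 to 47 of them higher and 0 to 6 lower. The lowest count came without mated library 1 and the highest without mated library 3. Fewer samples enter each such fit, so some loss follows from construction, but counts above 27 do not, and their cause was not tested.

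In every alternative, each of the 27 genes that was still tested kept its direction, which adds little because the groups did not overlap in any of them. All 27 passed again with TMMwsp, with the residual component, with thinning and with DESeq2, 26 with library-size scaling, and 17 with limma-voom and with the length trend removed. The residual component is uncorrelated with group by construction, so it cannot take up a batch that goes with group. In the fits that each left out 1 library, from 6 (without mated library 1) to 26 (without mated library 3) of the 27 passed again. Without mated library 4 the count of calls was also 27, but only 20 were the same genes. For the 8 named genes, 150 results under alternatives were on the same side of the threshold and 29 were not, with 0 reversed. CG2233, BomBc2 and Dso2 lost their calls only with the title number as a factor, and CG17108 with that factor and with limma-voom. lncRNA:Hsromega lost its call with the title number and without mated library 1. BomT2 lost its call in 7 of 22, kairos in 7 of 23 and CG31815 in 8 of 19 alternatives in which they were tested. No pseudocount or filter for normalised values was run, since the values were counts.

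The count of lists past the threshold was 5 with camera and 3 with an estimated correlation, which keeps the members' shared variation in the test. The ribosomal protein list was lost with fry and with the estimated correlation, and the receptor list with the estimated correlation. For the 8 lists other than the activity list, 95 further results were the same in side and direction and 4 changed direction. The activity list changed direction in 3 fits, and no list that changed direction was past the threshold at any setting. The fat body and muscle lists had too few genes with 10 counts in every library to be tested under that filter. The median of the activity list ran from -0.60 to 0.20 over the fits that each left out 1 library, and camera's direction turned upward in 3 of these fits, without naive library 3, mated library 1 or mated library 2. In the same fits the heat-shock median ran from 0.13 to 0.66, and camera's direction turned upward without mated library 1 (median 0.14). The neuropeptide median ran from -0.15 to 0.56, and camera's direction turned upward without naive library 1 (0.56), naive library 2 (0.06) or mated library 4 (0.28).

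The differences in total counts and in detected genes were within the spread of libraries under every alternative run. With library-size scaling, 15 mean levels of identity genes over the 8 libraries moved by less than 1 SD. No other alternative was run for these 15 means. No paired analysis was possible because the labels, which speak of 4 paired sets, do not say which naive male goes with which mated male. Single libraries had 6179 to 7345 genes with 10 counts, but only 4276 genes had 10 counts in every library. Whether depth or loss of transcripts during amplification limits the low genes was not tested.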

Other observations

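The tests of other splits, of sequencing depth and of the title number were written before their results were seen, and all other tests in this part were chosen only after the result was seen; for the ribosomal protein and yolk tests, what the value decides was also settled after it was seen.

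Of the 35 splits of the 8 libraries into 4 and 4, 1, the real one, gave as many as 27 genes past the threshold. The highest count among the other 34 was 3, and 32 of them gave 0. The 3 splits that keep the libraries of each title number together, number 1119 with 1 of the single naive libraries against the rest, gave 0 genes each, with 116 to 141 genes at an unadjusted p under 0.05. Genes were also picked on the 5 libraries outside number 1119, at an unadjusted p under 0.01, and then read within number 1119. Of 153 such genes 125 differed in the same direction there, by a median log2 difference of 1.48 in that direction, above all of 10000 random lists of the same size and level, whose median was -0.10. Of 105 genes picked as higher, 97 were higher there (median log2 difference of the 105, 1.71), but of 48 picked as lower only 28 were lower there (median of the 48, -0.42). Number 1119 had 1 naive library, so a deviation of that library alone would give the same outcome. The fit with the title number as a factor had 2 residual degrees of freedom, so its 0 calls do not count against the 27 genes. Their directions in it do not count for them, since it compares the groups within number 1119 alone and the groups did not overlap in any of these genes. The other numbers each held 1 group only, so group and title number cannot be told apart for the 27 genes.

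The 24 genes higher in mated males had short transcripts, with a median exon length of 769 bases against 2299 bases for tested genes. Across genes, which are not independent replicates, the log2 fold change fell with length (Spearman rho -0.273, and 0.0626 after the length trend of each library was removed). Of the 24 genes 21 have a known length, and their median log2 fold change was 3.46 before and 2.85 after the correction. All 21 were still higher, 13 passed the threshold and 8 did not. Length bias is argued against as the whole cause. A part of the change stays open for the 21 genes, the 13 that passed as well as the 8 that did not. Depth was argued against, since 24 of the 24 passed after every library was thinned to the smallest total. Barcode cross-talk between the 8 libraries was argued against as well, but a source among other libraries of the same lanes was not examined. In the mated library with the least, the raised genes still stood at a median of 31.6% of their highest level in any library, and at 12.5% in the lowest case, against an average of 0.0488% for CCAP in the other 7 libraries.

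RNA from other head cells may account for part of the rise. Lists of fat body, photoreceptor and glia markers fixed beforehand were all higher as sets in mated libraries. The fat body list includes the yolk protein genes Yp1, Yp2 and Yp3, which are treated below. Of the 24 raised genes 22 are not on these lists, the exceptions being Arr2 and apolpp. Within groups, these 22 followed the mean of the 17 markers with a median correlation of 0.296 over the 8 libraries, above 99.89% of random lists of the same level, whose median was -0.0803. It was positive for 16 of the 22. After removal of the length trend, for the 19 of the 22 with a known length, the value was 0.404, above 99.79% of random lists, and 13 of the 19 were positive. Random lists were matched on level only and drawn gene by gene. Related genes such as the Bom and Dso families may vary together, so both percentiles may overstate the support. Mean levels of abundant genes of the sources were higher too. apolpp rose from 241 ± 93.5 to 1027 ± 464 CPM and Arr2 from 13.0 ± 7.51 to 180 ± 133 CPM (SD, n = 4). Both are among the 24 raised genes. Gs2 went from 17.4 ± 10.8 to 117 ± 54.4 CPM (edgeR adjusted p = 0.0539). Lsp2 went from 113 ± 79.8 to 376 ± 209 CPM, with overlapping groups (edgeR adjusted p = 0.361). The glia marker repo was low in both groups, at 4.13 ± 4.74 CPM in naive and 4.92 ± 4.04 CPM in mated libraries. ninaE, the main opsin gene, had a mean of 87.2 ± 61.1 CPM in mated libraries, below the mean of Arr2. In mated library 1 ninaE was above Arr2 (172 against 97.7 CPM). In naive libraries the ninaE mean was 15.1 ± 15.3 CPM, not below that of Arr2. norpA, on the photoreceptor list, was at 1334 ± 295 CPM in naive libraries already, so it is also read in the sampled cells or their surroundings and says little about the source. These markers show what entered the libraries and not when. A response to mating in the P1 neurons, or in the head tissue around them, stays open and was not tested, and the confounding with the title number applies here as well.

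Yolk protein genes (Yp1, Yp2 and Yp3), which fat body of females makes in quantity, differed between mated libraries in their ratio to apolpp. They are members of the fat body list, so the rise of that list and its mean level rest in part on them. The ratio was 1.73, 0.0212, 0.480 and 0.295 in mated libraries 1 to 4, an 81.8-fold range, and 0.09, 0.00616, 0.126 and 0.0238 in naive libraries 1 to 4. Whether 1 source of fixed composition gave all of these transcripts was left undecided, since amplification from few molecules in single libraries can also change such a ratio. Whether material from females entered was not tested.

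Ribosomal protein genes have short transcripts, so length was weighed here as well. After the length trend was removed, their median log2 fold change was 0.55, down from 0.89, and 77 of 78 were still higher. The list then passed with camera (limma, adjusted p = 1.5e-15) and with fry (adjusted p = 0.0264) but not with an estimated correlation (adjusted p = 0.110). Length bias is argued against as the whole cause. A different mix of cells and a change within the P1 neurons stay open. The receptor genes fell by a median of 0.57 and the neuron genes by 0.60 on the log2 scale. With the length trend removed, the receptor median was -0.23 (camera in limma, adjusted p = 0.00391). No such value was computed for the neuron genes, and whether the receptors fell by more than they did was not tested.

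lncRNA:Hsromega fell by more than the neuron genes did. Its log2 ratio to the mean of the neuron genes was 4.17 ± 0.46 in naive and 2.84 ± 0.18 in mated libraries (SD, n = 4), a difference of -1.33 (exact permutation test, two-sided, p = 0.0286, the smallest possible). Against the mean of the nuclear transcripts roX1 and roX2 the difference was -1.42 (exact permutation test, two-sided, p = 0.0286). The transcript was picked for a difference between the groups, so these p-values add little separate support. roX1 and roX2 fell by less (log2 -0.73 and -0.22), so an equal loss of all nuclear RNA is argued against as the whole cause. After removal of the length trend the log2 fold change of lncRNA:Hsromega was -1.19 (edgeR, adjusted p = 0.00953). The adjusted p (edgeR or its alternatives) ran from 4.2e-08 to 0.702 over all alternatives. Neither ratio was corrected for length, so length bias together with a lower share of neuronal or nuclear RNA stays open. A lower level of this transcript in mated males is a hypothesis that these tests leave standing. The confounding with the title number was not removed, and within number 1119 the difference was -2.48 (log2) between 1 naive and 2 mated libraries. Most other heat-shock genes on the list did not fall with it, as 7 of the 10 tested were higher in mated males.

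Hr38, an activity-regulated gene, varied 213-fold among naive and 8.53-fold among mated libraries. Both ranges leaned on single libraries. Without naive library 2 the naive values ran from 94.3 to 4260 CPM, and without mated library 3, at 1519 CPM, the mated values ran from 178 to 290 CPM, a narrower range than the difference between groups (log2 -1.41 ± 1.52 SE, edgeR adjusted p = 0.877). If neuronal activity before harvest differed between animals, other activity-regulated genes might follow Hr38 from library to library. The median correlation of the other 11 members with Hr38 over the 8 libraries was 0.242, above 92.4% of random lists, which leaves the question open. Of the 11 relations, sr gave Pearson's r = 0.873 (exact permutation p = 0.00419 over 40320 pairings, adjusted p = 0.0461) and Spearman's rho = 0.881 (exact permutation p = 0.00724, adjusted p = 0.0398). Without the 2 libraries farthest from the median of Hr38, r was 0.784. Jra went the other way, with r = -0.837 (exact permutation p = 0.00915, adjusted p = 0.0503) and rho = -0.905 (exact permutation p = 0.00456, adjusted p = 0.0398), and with r = -0.799 without those 2 libraries. Without the same 2 libraries, r rose for CG14186 (0.716 to 0.892), cbt (0.623 to 0.979) and CG17778 (0.0935 to 0.730). It also rose for CG13868 (0.171 to 0.346) and meng (-0.0987 to 0.163). It fell for CG14024 (0.587 to 0.321), CG8910 (0.532 to 0.272), kay (0.242 to -0.0470) and puc (0.0190 to -0.0522). These shifts were not tested. All tests were two-sided. Each title number held too few libraries for a value within numbers.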
